A study of Mus musculus with 10 samples.

How the data were processed

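Left ventricular tissue of 10 male mice of the 129X1/SvJ strain was profiled by RNA sequencing. The labels' surgery entry put 5 mice in the CKD (chronic kidney disease) group and 5 in the Sham group, and each library came from a separate mouse. Per the labels' protocols, the ventricle was kept in RNALater and frozen, RNA was isolated after bead homogenisation, libraries were prepared with the TruSeq mRNA protocol, and single reads were produced on a HiSeq 1000 instrument. The labels gave no batch, date or pairing of mice across the groups, so mice are numbered within each group only to name them.

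The deposited values are FPKM, fragment numbers scaled to transcript length and to the mapped fragments of the library, in a single table with 1 value per gene and library. STAR 2.4.0f1, Cufflinks 2.1.1 and Cuffdiff 2.1.1 are named in the submitters' processing notes, along with the genome builds mm10 and hg19, for which no role is given. How reads shared between genes were assigned, and whether strand was used, is not given in the sources used here. FPKM is not a count, so the number of reads behind a value is unknown and no count model was used. The smallest steps between low values (FPKM of at most 0.2) gave the relative depth of the libraries, which ranged from 0.852 to 1.15 times that of Sham 2. No pair of libraries held identical values, and the correlation of log2 values between libraries ranged from 0.97 to 0.99.

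The table listed 23303 gene entries, of which 5594 were at 0 in all 10 libraries. Myh6 and Atp2a2, the cardiac myosin heavy chain and the sarcoplasmic reticulum calcium pump, which heart muscle uses throughout, were listed at 0 in all 10 libraries and are given no fold change. Why they are at 0, and whether other entries at 0 share the reason, was not tested. Joined identifiers, in which neighbouring or near-identical genes share an entry, numbered 272. List members that occurred only in such an entry (16) were left out of the list tests. Genes with a mean FPKM of at least 1 over all 10 libraries were tested, which left 11651. Of these, 38 were listed at 0 in at least 1 library.

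Values were analysed as log2(FPKM + 0.5) with no further scaling, so fold changes are on that scale and understate the change of genes near the pseudocount. CKD was compared with Sham in a linear model with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), two-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with adjustment over the lists that had at least 5 tested members. An estimated correlation and the rotation test fry were run as alternatives. A list score is the mean over the list's tested genes of the log2 deviation from the Sham mean. Scores were compared by exact permutation of the 10 mice, for which the smallest possible two-sided p is 0.00794.

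The test, the filter, the 64 gene lists and the rule for naming genes were fixed before the data were examined. The rule named 12 sentinel genes (10 of them with tested values), the 10 genes with the largest change in each direction among those that passed and whose groups did not overlap, the 5 with the smallest p in each direction, up to 4 members of each list described, and genes of results singled out by an outlying library. Entries that are only clone, model or small RNA names were left out of the ranking. Bdh1, Rpl3, Rpl3l, Ctla4, Mt1, Lyve1, Csf1, Clcn1, Thbs2, Mgp, Fgfr1, Slc20a2, Ace, Adra1b, Adcy5, Pde3a, Hmox1 and Gpx1 were named after their values were seen. Some genes that the rule names are not reported here. Positions are from the RefSeq annotation of GRCm38, the assembly that mm10 denotes.

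The gene test was tested on simulated data for the comparison of 5 CKD with 5 Sham libraries, with 200 of 11651 genes changed. It recovered 38% of the genes changed 1.25-fold, 66% at 1.5-fold, 94% at 2-fold and 100% at 3-fold, and 6 of its 155 calls were false. With 2 of 53 lists shifted by 0.3 on the log2 scale, camera called both, and none of the 49 lists that shared no gene with them. The simulated genes varied independently, so this does not measure false list calls among genes that vary together: among other splits of the real libraries, up to 20 lists were called in a direction.

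Alternatives fixed beforehand were other pseudocounts, filters, scalings, variance models and thresholds, the other list tests, and leaving out each library in turn. Leaving out CKD 1 and Sham 1 together, comparing the cell type lists without CKD 1, adding a term for these 2 libraries, and removing each library's trends with GC content and transcript length were added after the data were seen. GC content and length came from the GENCODE transcripts of the reference and were available for 98.2% of the tested genes.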

Results

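The data are FPKM values for the left ventricle of 5 mice with CKD and 5 sham-operated mice. The series addresses uremic cardiomyopathy, the heart disease that accompanies kidney failure, and the design implies 1 comparison, CKD against Sham. The FPKM values of a library summed to between 570509 and 605007, and between 15467 and 15832 genes had a value above 0. The 10 most abundant genes took 14.8% of the summed FPKM in CKD 1 and 15.3% in Sham 1, against 17.6% to 18.2% in the other 8 libraries.

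By the camera test at its preset correlation, CKD ventricles had higher levels of transcripts of the hypertrophic fetal program, the extracellular matrix, macrophages and interferon response, and lower levels of transcripts for fatty acid oxidation and cardiac ion channels. None of these 6 lists was called with an estimated correlation (adjusted p = 0.105 to 0.337). Of the 33 interferon response genes 4 passed, with a list score of 2.17 in CKD 1 against 0.33 to 0.63 in the other CKD mice. The gene with the smallest p was Acta1, skeletal alpha-actin, an actin of the fetal heart, at 1415 ± 237 FPKM in CKD and 321 ± 27.0 in Sham (SD, n = 5 each), a 4.37-fold rise (log2 2.13, SE 0.10, adjusted p = 1.26e-06). Postn, the matricellular protein periostin, rose 2.33-fold, from 11.4 ± 1.48 to 27.5 ± 6.14 FPKM (adjusted p = 0.000813). Ech1, an auxiliary enzyme of fatty acid oxidation in mitochondria and peroxisomes, fell from 1436 ± 70.3 to 975 ± 45.8 FPKM (log2 -0.56, SE 0.05, adjusted p = 0.000267). In GRCm38, Acta1 lies on chromosome 8 from 123891758 to 123894775, Postn on chromosome 3 from 54359267 to 54391041, and Ech1 on chromosome 7 from 28825338 to 28832239.

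In all, limma called 369 genes higher and 247 lower in CKD at an adjusted p under 0.05, of 11651 tested, and 2275 genes had an unadjusted p under 0.05. The median absolute change was 0.50 (log2) among genes called higher and 0.35 among those called lower. The groups did not overlap for 848 genes, 7.28% of those tested, where chance gives 0.794%, and 545 of the called genes were among them. Leaving out 1 library took the number higher to 223 without CKD 2, 236 without CKD 5, 244 without Sham 2, 201 without Sham 3 and 235 without Sham 4. It took the number lower to 131 without CKD 2, 156 without CKD 3, 142 without CKD 5, 163 without Sham 2, 140 without Sham 3 and 162 without Sham 4. Without both CKD 1 and Sham 1, which lay apart from the other 8 libraries on the second principal component, 305 genes were higher and 249 lower, and 230 and 185 of these were among those called with all libraries.

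**Figure D1:**
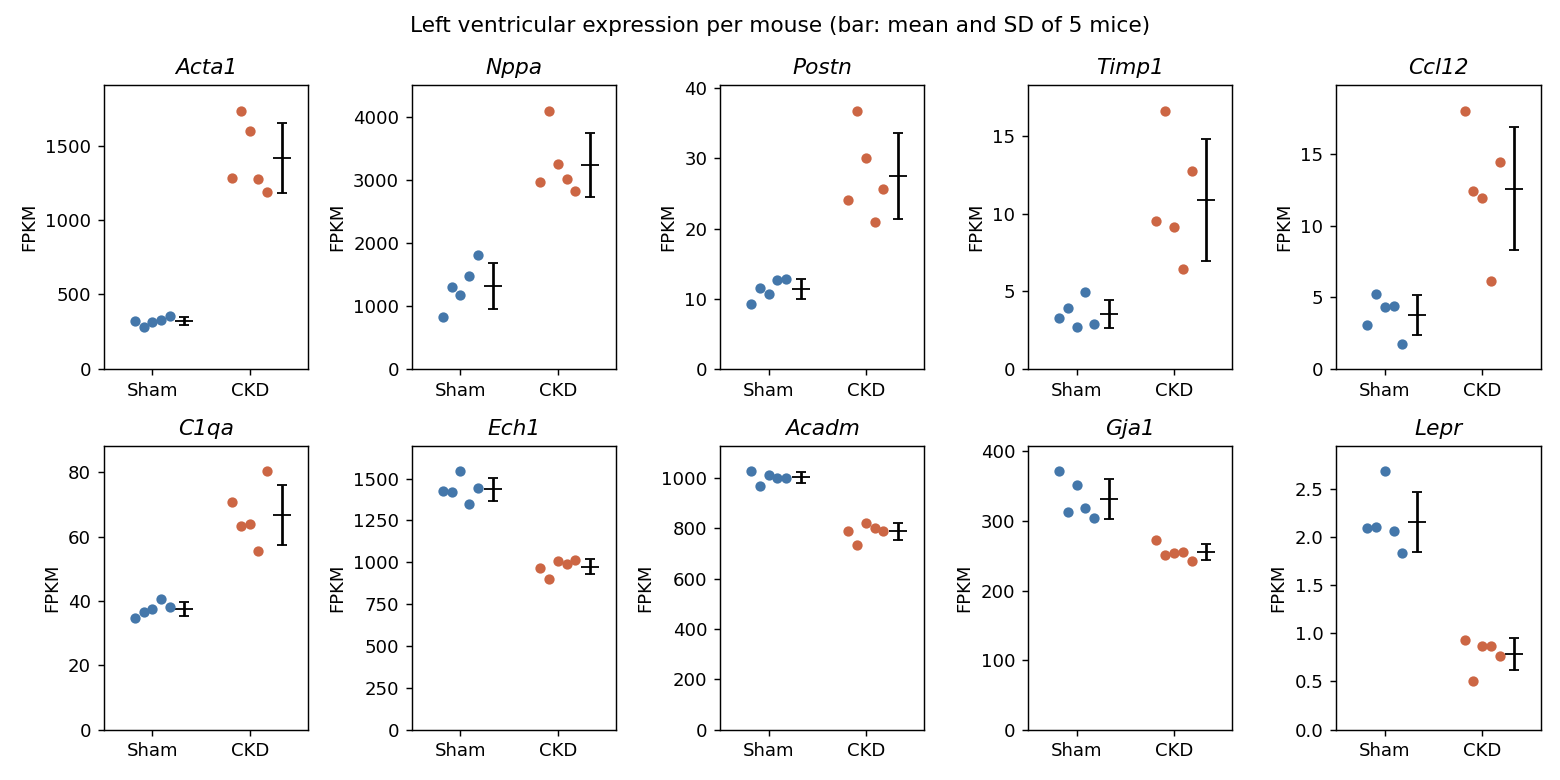
FPKM of 10 genes in the left ventricle of each mouse (points; 5 Sham, 5 CKD), with the group mean and SD beside them; each vertical axis starts at 0. The 5 CKD values lie on 1 side of the 5 Sham values for every gene shown, for example 1415 ± 237 against 321 ± 27.0 FPKM for Acta1.

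Among the genes with the largest rises were chemokines that attract monocytes. Ccl8 rose 3.83-fold, from 2.33 ± 0.418 to 13.5 ± 11.4 FPKM (adjusted p = 0.0263), and Ccl12 rose 3.07-fold, from 3.76 ± 1.38 to 12.6 ± 4.33 FPKM (adjusted p = 0.00799). The call of Ccl8 was lost without any 1 of CKD 1, CKD 3, Sham 2, Sham 3 or Sham 4 (highest adjusted p = 0.0641), with a robust variance model (0.0671) and without both CKD 1 and Sham 1 (0.0740). Timp1, an inhibitor of matrix metalloproteinases, rose 2.73-fold to 10.9 ± 3.91 FPKM (adjusted p = 0.00362). Mt2, a zinc-binding metallothionein, rose 3.02-fold, from 50.7 ± 16.3 to 153 ± 41.1 FPKM. Fkbp5, a co-chaperone of the glucocorticoid receptor that glucocorticoids induce, rose 2.64-fold, from 6.89 ± 2.17 to 19.1 ± 6.54 FPKM. Aqp8, a water channel, rose 2.44-fold to 8.10 ± 1.92 FPKM, and the interferon-inducible Ifi27l2a rose 2.73-fold to 63.2 ± 23.2 FPKM. Rises with small p included Myot, the Z-disc protein myotilin (log2 1.20, adjusted p = 8.13e-05), C1qtnf6, a secreted C1q-related protein (0.98), Bgn, the proteoglycan biglycan (0.81), and Svep1, an extracellular matrix protein (0.65).

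Snai3, a repressor of the Snail family, fell from 3.84 ± 0.632 to 1.44 ± 0.425 FPKM (log2 -1.18, adjusted p = 0.00172). Lepr, the leptin receptor, fell from 2.15 ± 0.312 to 0.785 ± 0.169 FPKM (log2 -1.05, adjusted p = 0.000993). Tbc1d10c, a calcineurin inhibitor found in lymphocytes and heart, fell from 8.18 ± 0.455 to 3.94 ± 0.960 FPKM. Acot1, an acyl-CoA thioesterase of the cytosol, fell from 5.95 ± 0.176 to 3.03 ± 0.912 FPKM, and Pfkfb1, an enzyme that sets fructose 2,6-bisphosphate levels, from 17.7 ± 4.62 to 9.19 ± 1.28 FPKM. The remaining large falls were Crybb1, a lens crystallin (log2 -0.98), Lect1, the cartilage protein chondromodulin (-0.88), Pla2g4e, a phospholipase A2 (-0.84), Ano10, an anoctamin (-0.84), and Sbk2, a protein kinase (-0.82), with adjusted p between 0.000813 and 0.00962. After Ech1, the smallest p among the falls belonged to Rtn2, a reticulon (log2 -0.49), Aldh1l2, a mitochondrial folate enzyme (-0.77), Stard10, a lipid transfer protein (-0.61), and Ift81, a component of ciliary transport (-0.80).

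In the hypertrophy and fetal program list, 7 of 17 tested genes rose and none fell (median log2 0.26; 9 rose when adjusted over the list alone). Besides Acta1, these included Nppa, which encodes atrial natriuretic peptide and rose from 1319 ± 364 to 3237 ± 509 FPKM (2.51-fold, adjusted p = 0.00189). Nppb, which encodes B-type natriuretic peptide, rose from 538 ± 99.4 to 933 ± 225 FPKM (1.72-fold, adjusted p = 0.0170). Ankrd1, a stretch-responsive sarcomere protein, rose from 1486 ± 295 to 2594 ± 326 FPKM (1.76-fold, adjusted p = 0.00489). Pfkp, the platelet-type phosphofructokinase, rose by 0.58 and Xirp2, an intercalated disc protein, by 0.48 on the log2 scale. Nppb did not pass without Sham 3 (adjusted p = 0.0507) or without both CKD 1 and Sham 1 (0.0538). Myh7, the beta myosin heavy chain, was at 370 ± 20.9 FPKM in CKD and 340 ± 68.9 in Sham, a difference within the spread between mice (log2 0.15, SE 0.12, adjusted p = 0.578; log2 0.02 without Sham 1 and 0.23 without Sham 2). Its neighbour on chromosome 14, Myh6, was listed at 0 in all 10 libraries. How reads were shared between them is not known, so the lack of a call for Myh7 is uncertain. The list was called higher by camera (adjusted p = 6.82e-10), with an adjusted p = 0.105 with an estimated correlation.

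The sarcomere list had 3 of 23 members higher (7 when adjusted over the list alone), namely Myot, Synpo2l (log2 0.77) and Ankrd23 (0.61), all proteins of the Z-disc or I-band. Its median was 0.09 (camera adjusted p = 0.000886, and adjusted p = 0.355 with an estimated correlation). Without CKD 1, 6 members were higher, and without both CKD 1 and Sham 1, 6 were higher and 1 lower, with Synpo2l not among them (adjusted p = 0.0603). Without Sham 5 the median was 0.14. In CKD 1 the score of this list was 0.00022, against 0.18 to 0.23 in the other 4 CKD mice, and in Sham 1 it was -0.19, against -0.01 to 0.11 in the other 4 Sham mice. Myoz2, the Z-disc protein calsarcin, did not pass (log2 0.21, adjusted p = 0.0676). It passed without CKD 1 (adjusted p = 0.0165), with each library scaled to the same total (0.0392), under quantile normalization (0.0279), with sample weights (0.0125), without both CKD 1 and Sham 1 (0.0160) and with a term for them (0.00542). The 14 cardiomyocyte markers gave no call (median log2 -0.04, camera adjusted p = 0.611), and their score was -0.19 in CKD 1 and -0.11 in Sham 1, the lowest values of the 2 groups.

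Extracellular matrix genes rose as a group, with 19 of 41 tested members higher and 1 lower (28 and 1 when adjusted over the list alone; median log2 0.48). Col1a1 rose 1.64-fold, from 18.2 ± 3.00 to 30.3 ± 5.90 FPKM (adjusted p = 0.0146), and Col3a1 rose 1.92-fold, from 44.6 ± 11.98 to 84.9 ± 18.0 FPKM (adjusted p = 0.0172). These genes encode the chains of the main fibrillar collagens. Fstl1, a secreted glycoprotein, rose 1.70-fold, and Col8a1, a short-chain collagen, 1.87-fold. Thbs2, the matricellular thrombospondin 2, was the member that fell (log2 -0.52, adjusted p = 0.0233), and it did not pass without Sham 1, Sham 2 or Sham 3 (highest adjusted p = 0.0568) or without both CKD 1 and Sham 1 (0.0639). Ctgf, a connective tissue growth factor, was at 157 ± 41.1 FPKM in CKD and 161 ± 43.8 in Sham (log2 -0.04, SE 0.21, adjusted p = 0.958), and its sign differed between fits that left out 1 library. Camera called the list higher (adjusted p = 3.48e-17), with an adjusted p = 0.199 with an estimated correlation. Without both CKD 1 and Sham 1, 14 members were higher, and Col1a1 (log2 0.63 against 0.71 with all libraries, adjusted p = 0.0603) and Col3a1 (0.85 against 0.94, adjusted p = 0.0691) did not pass with 8 libraries.

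Fibroblast markers rose in 8 of 17 cases (10 when adjusted over the list alone, and 5 without both CKD 1 and Sham 1; median log2 0.31), including Mfap5, a microfibril protein (2.09-fold, from 9.69 ± 1.19 to 20.9 ± 3.03 FPKM), Pi16 (1.68-fold), Fbln2, the matrix protein fibulin 2 (1.58-fold), and Col1a2 (1.52-fold). Of 9 markers of myofibroblasts, the contractile matrix-producing form of these cells, 4 rose (4 rose and 1 fell when adjusted over the list alone; median log2 0.14, and 0.08 without CKD 2): Postn, Ltbp2 (2.32-fold), which belongs to the latent TGF-beta binding protein family, the matrix protein Cilp (2.19-fold) and the transcription factor Meox1 (2.02-fold). Both lists were called higher (camera adjusted p = 2.19e-09 and 0.00421), with an adjusted p = 0.105 and 0.337 with an estimated correlation. The fibroblast and myofibroblast lists share genes with the matrix list, so their calls are not independent. Smooth muscle and pericyte markers were not called (0 of 15 passed, median log2 0.15, camera adjusted p = 0.203). Endothelial markers had 0 of 17 members past the threshold (0 when adjusted over the list alone; median 0.10), and camera called the list higher (adjusted p = 0.0378, and adjusted p = 0.355 with an estimated correlation), a call lost without any 1 of CKD 2, CKD 3, CKD 4, CKD 5, Sham 1 or Sham 5 (highest adjusted p = 0.107), with fry (0.108) and with GC content and length trends removed (0.0520). Without CKD 1 the endothelial median was 0.17 (camera adjusted p = 0.00121), and without both CKD 1 and Sham 1 it was 0.14 (0.00338). The change of the fibroblast list exceeded that of the endothelial list by 0.32 (log2, SE 0.09, exact permutation p = 0.0159, adjusted over 5 such comparisons p = 0.0159). That of the macrophage list exceeded it by 0.44 (SE 0.11, exact permutation p = 0.00794, adjusted p = 0.0132). Without CKD 1 these differences were 0.28 (SE 0.08, exact permutation p = 0.0238) and 0.41 (SE 0.13, exact permutation p = 0.00794). Without both CKD 1 and Sham 1 they were 0.30 (SE 0.09, exact permutation p = 0.0571) and 0.41 (SE 0.14, exact permutation p = 0.0286).

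Macrophage and monocyte markers rose in 11 of 18 cases and fell in none (15 rose when adjusted over the list alone; median log2 0.54). They included the complement C1q chains, which tissue macrophages produce: C1qa rose from 37.5 ± 2.07 to 66.8 ± 9.32 FPKM (1.76-fold, adjusted p = 0.000813), C1qb rose 1.88-fold and C1qc 1.61-fold. Cd68, a lysosomal protein of macrophages, rose from 7.63 ± 1.31 to 12.3 ± 1.47 FPKM (1.59-fold, adjusted p = 0.00689). Camera called the list higher (adjusted p = 3.28e-14), with an adjusted p = 0.199 with an estimated correlation. Of the complement list, 6 of 17 members rose (12 when adjusted over the list alone; median 0.43; camera adjusted p = 6.34e-09, and adjusted p = 0.257 with an estimated correlation), and 3 of the 6 were the C1q genes. In the fits without CKD 1 and without both CKD 1 and Sham 1, 3 members of the complement list and 8 of the macrophage list were higher. C5ar1, the receptor for complement C5a, rose with all libraries (log2 0.53, adjusted p = 0.0330); its call held without CKD 3, CKD 4 or Sham 4 and was lost without any other 1 library (highest adjusted p = 0.0889), and in 3 other alternatives (0.0538 to 0.106).

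In the cytokine and chemokine list, 4 of 24 members rose and 1 fell (4 and 1 when adjusted over the list alone). Ccl8, Ccl6 (log2 0.90), Ccl9 (0.87) and the macrophage growth factor Csf1 (0.51) were higher, and the eosinophil chemokine Ccl11 was lower (log2 -0.80, SE 0.15, adjusted p = 0.00944). Ccl6 did not pass without Sham 3 (adjusted p = 0.0554). The call of Ccl9 held without CKD 1, CKD 3, CKD 4 or Sham 1 and that of Csf1 without CKD 5 or Sham 5, and each was lost without any other 1 library (highest adjusted p = 0.0839 and 0.104). Without a filter on the mean the adjusted p were 0.0553 and 0.0669, and without both CKD 1 and Sham 1 0.0597 and 0.130, with 0.0521 for Ccl6; Csf1 was also lost when libraries were scaled to the same total (0.0509) and without a variance trend (0.0567). The list's call (median 0.17, camera adjusted p = 0.0481, and adjusted p = 0.337 with an estimated correlation) was lost without any 1 of CKD 1, CKD 2, CKD 5, Sham 1 or Sham 5 (highest adjusted p = 0.199), and in 10 other alternatives (adjusted p from 0.0520 to 0.2). Its median was 0.11 without CKD 5 and 0.09 without Sham 1. Without CKD 1, 2 members were higher and 1 lower, and without both CKD 1 and Sham 1, 0 and 1.

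The 33 interferon response genes all had positive changes, with a median of 0.79 (log2), and 4 passed (18 when adjusted over the list alone): Ifi27l2a, the secreted glycoprotein Lgals3bp (log2 0.91), and Oas2 (0.86) and Oas1a (0.86), sensors of double-stranded RNA. CKD 1 had a score of 2.17 on this list, against 0.33 to 0.63 in the other 4 CKD mice and -0.08 to 0.11 in the Sham mice. Without CKD 1, 13 members were called higher and the median was 0.45. Camera called the list higher with all libraries (adjusted p = 5.10e-13, and adjusted p = 0.337 with an estimated correlation) and without CKD 1 (adjusted p = 1.01e-15). With fry and all libraries the list was not called (adjusted p = 0.0771). Oas2 did not pass without CKD 2, CKD 5, Sham 1, Sham 2 or Sham 3 (highest adjusted p = 0.0768), without a filter on the mean (0.0549) or without both CKD 1 and Sham 1 (0.0686). The call of Oas1a held without CKD 1 or CKD 4 and was lost without any other 1 library (highest adjusted p = 0.109). It was also lost in 8 other alternatives, with adjusted p from 0.0501 to 0.0738. These changed the pseudocount, filter, scaling, variance model or corrections, or left out both CKD 1 and Sham 1 (0.0738).

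Both lists of antigen presentation genes scored highest in CKD 1. The MHC class II list had a score of 1.08 in CKD 1 and 0.18 to 0.47 in the other CKD mice, and the class I list 1.40 and 0.09 to 0.53. In class II, 2 of 6 tested members rose (2 when adjusted over the list alone), the protease Ctss (log2 0.71, adjusted p = 0.0212) and the peptide-loading chaperone H2-DMb1 (0.62, adjusted p = 0.0361), while H2-Eb1 (0.27, adjusted p = 0.205) and H2-DMa (0.48, adjusted p = 0.233) did not pass. In class I, 1 of 10 rose (2 when adjusted over the list alone), the immunoproteasome subunit Psmb10 (0.44, adjusted p = 0.0394), while B2m (0.78, adjusted p = 0.0785), H2-K1 (0.61, adjusted p = 0.132) and H2-T23 (0.65, adjusted p = 0.155) did not. Without CKD 1 the change of H2-T23 was 0.37 and passed (adjusted p = 0.0228), and the medians of the lists went from 0.42 to 0.23 (class II) and from 0.49 to 0.25 (class I). B2m passed with sample weights (adjusted p = 0.0499) and with a term for CKD 1 and Sham 1 (0.0138). Both lists were called higher (camera adjusted p = 0.000841 each), with an adjusted p = 0.337 for class II and 0.355 for class I with an estimated correlation. Ctss did not pass without CKD 5, Sham 2 or Sham 3 (highest adjusted p = 0.0537). The call of H2-DMb1 held without CKD 1, CKD 3 or CKD 4 and that of Psmb10 without CKD 1, and each was lost without any other 1 library (highest adjusted p = 0.0796 and 0.0931). Without a filter on the mean neither passed (0.0591 and 0.0593), and Psmb10 did not pass with libraries scaled to the same total (0.0569), without a variance trend (0.0541) or with GC content and length trends removed (0.0664). H2 genes and Oas1a have near-identical copies, so the split of reads between copies is uncertain.

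**Figure D2:**
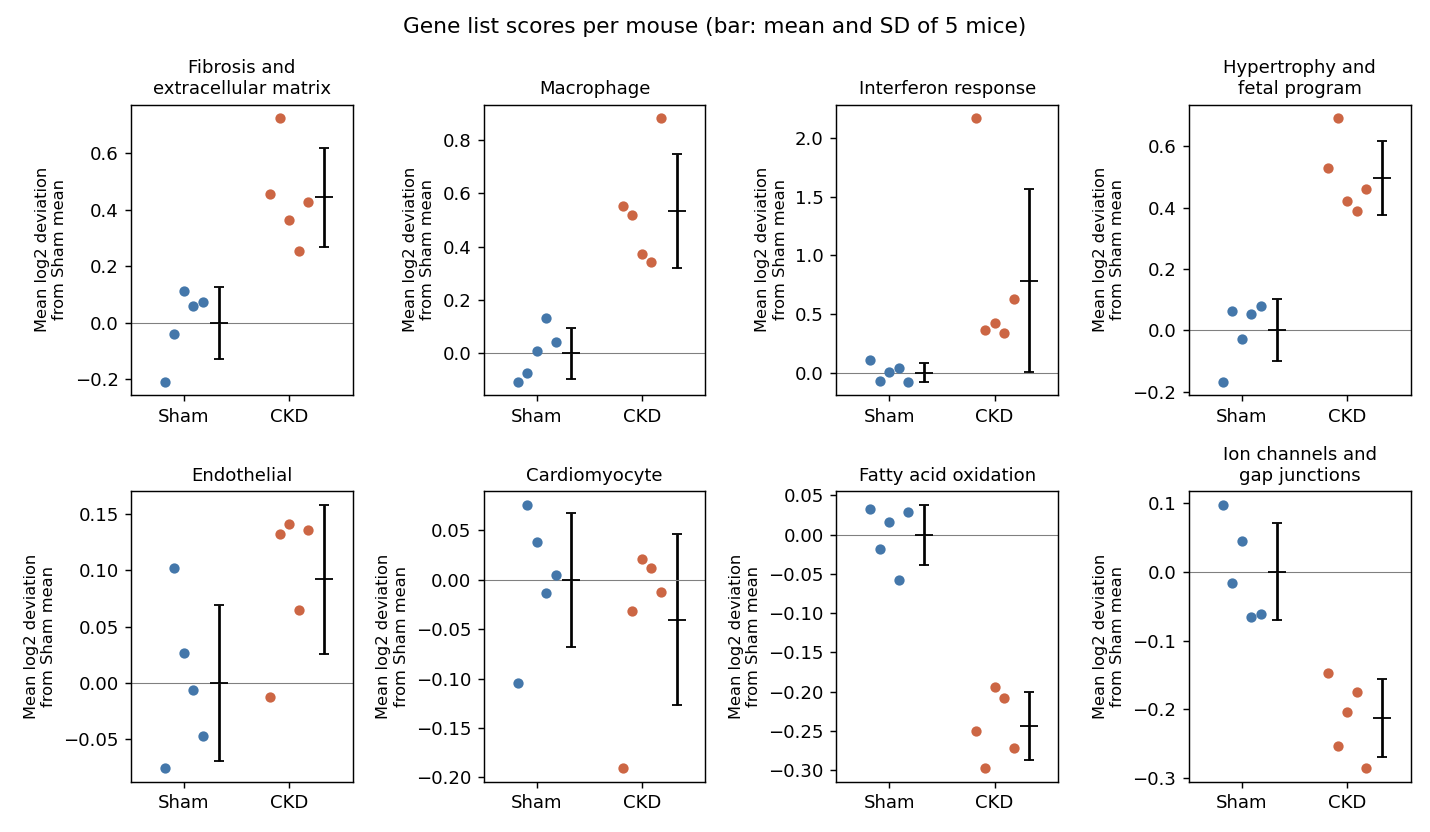
List scores of each mouse (points; 5 Sham, 5 CKD), as the mean log2 deviation of the list's tested genes from the Sham mean, with the group mean and SD beside them; the vertical scale differs between panels. CKD 1 is at 2.17 on the interferon response list, against 0.33 to 0.63 in the other 4 CKD mice, and the groups do not overlap on the matrix, macrophage, hypertrophy, fatty acid oxidation and ion channel lists.

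Fatty acid oxidation genes fell together: 15 of 24 tested members were lower and none higher (20 lower when adjusted over the list alone), with a median of -0.25 (log2). Cpt1b shares a joined entry with Chkb and is not among these 24. That entry was at 354 ± 23.9 FPKM in CKD and 378 ± 29.1 in Sham and did not pass (log2 -0.09, adjusted p = 0.458). Acadm, the medium-chain acyl-CoA dehydrogenase, fell from 1002 ± 20.7 to 787 ± 32.6 FPKM (log2 -0.35, SE 0.04, adjusted p = 0.000876). Hadha, the alpha subunit of the mitochondrial trifunctional protein, fell from 588 ± 24.7 to 452 ± 18.7 FPKM (log2 -0.38, adjusted p = 0.000962). Acaa2, a thiolase, fell by 0.47 and Eci1, an enoyl-CoA isomerase, by 0.32 on the log2 scale. The scores of the 5 CKD mice, -0.30 to -0.19, lay below those of the 5 Sham mice, -0.06 to 0.03 (exact permutation p = 0.00794, the smallest possible). Camera called the list lower (adjusted p = 3.48e-17), with an adjusted p = 0.105 with an estimated correlation. The fall of this list exceeded that of the cardiomyocyte markers by 0.20 (log2 difference -0.20, SE 0.05, exact permutation p = 0.0159, adjusted p = 0.0159).

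Targets of the PPAR nuclear receptors were lower in 6 of 20 cases and higher in none (9 lower and 1 higher when adjusted over the list alone; median log2 -0.21). The list score of CKD 1 was -0.03, within the Sham range of -0.06 to 0.05, against -0.41 to -0.28 in the other 4 CKD mice. Without CKD 1, 8 members were lower, and without both CKD 1 and Sham 1, 9. Acot1, its mitochondrial relative Acot2 (log2 -0.55) and the retinol saturase Retsat (-0.43, adjusted p = 0.000813) were among them. Acot1 and Acot2 are near-identical neighbours, and Acot2 did not pass without CKD 2, CKD 5, Sham 1 or Sham 2 (highest adjusted p = 0.0627). Pdk4, the kinase that limits glucose oxidation, was at 165 ± 88.0 FPKM in CKD and 229 ± 86.2 in Sham (log2 -0.51, SE 0.35, adjusted p = 0.463), and without both CKD 1 and Sham 1 its difference passed (log2 -1.02, adjusted p = 0.0406, the lowest of the alternatives, of which the highest was 0.689). The list was called lower (camera adjusted p = 7.70e-05, and adjusted p = 0.257 with an estimated correlation).

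Nuclear genes of oxidative phosphorylation were called lower by camera at its preset correlation, by a small amount. The list was not called with an estimated correlation (adjusted p = 0.337). Of 61 tested members 56 had a negative change, with a median of -0.06 (log2), and 1 passed (0 when adjusted over the list alone), the ATP synthase gamma subunit Atp5c1 (log2 -0.15, adjusted p = 0.0324). Sdha (log2 -0.21, adjusted p = 0.0524), Ndufs1 (-0.14, adjusted p = 0.105) and Atp5j (-0.10, adjusted p = 0.144) did not pass. Sdha passed without CKD 1 (adjusted p = 0.0450), and in 7 other alternatives, whose adjusted p ranged from 0.00733 to 0.0491. For the TCA cycle, 1 of 19 members passed (7 when adjusted over the list alone; median -0.08), the pyruvate dehydrogenase subunit Pdha1 (log2 -0.15, adjusted p = 0.0429), while Suclg2, Idh3g and Fh1 had adjusted p of 0.0585, 0.0598 and 0.0726. Camera called both lists lower (adjusted p = 1.99e-05 and 0.000509), with an adjusted p = 0.337 for oxidative phosphorylation and 0.317 for the TCA cycle with an estimated correlation. The call of Atp5c1 held without Sham 1 or Sham 5 and that of Pdha1 without CKD 1 or Sham 5, and each was lost without any other 1 library (highest adjusted p = 0.0938 and 0.116). Atp5c1 was also lost without a filter on the mean (0.0773), under median-ratio scaling (0.0502) and without a variance trend (0.0935). Pdha1 was lost in 5 such alternatives, from 0.0522 with a mean FPKM of at least 0.1 to 0.127 under quantile normalization.

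Of 25 cardiac ion channel and gap junction genes, 5 fell and none rose (10 fell when adjusted over the list alone; median log2 -0.22). Gja1, which encodes connexin 43, the main gap junction protein of the ventricle, fell from 332 ± 28.7 to 256 ± 11.1 FPKM (log2 -0.37, SE 0.06, adjusted p = 0.00489). Kcnd2, a channel of the transient outward potassium current, fell from 11.6 ± 1.06 to 8.07 ± 1.18 FPKM (adjusted p = 0.0111). Kcnj3, a channel of the acetylcholine-activated potassium current, fell from 26.8 ± 1.89 to 19.7 ± 2.15 FPKM (adjusted p = 0.00778), and Kcnv2, a modulatory potassium channel subunit, fell from 5.54 ± 0.174 to 3.18 ± 0.528 FPKM (adjusted p = 0.00228). The chloride channel Clcn1 fell from 2.06 ± 0.435 to 1.03 ± 0.455 FPKM (adjusted p = 0.0357), a call that held without CKD 3 or Sham 5 and was lost without any other 1 library (highest adjusted p = 0.0887), and in 3 other alternatives (0.0549 to 0.120). Camera called the list lower (adjusted p = 1.41e-06, and adjusted p = 0.199 with an estimated correlation).

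Glucocorticoid-responsive genes rose in 4 of 19 cases (6 when adjusted over the list alone; median log2 0.15): Mt2, Fkbp5, the metallothionein Mt1 (log2 0.60) and the iron-siderophore binding protein Lcn2 (0.82). The median was 0.23 without CKD 4, 0.32 without Sham 3 and 0.05 without Sham 5, and without Sham 5 the list was not called (camera adjusted p = 0.0862, against 0.00780 with all libraries and adjusted p = 0.337 with an estimated correlation). The call of Mt1 held without CKD 2, CKD 4 or Sham 2 and was lost without any other 1 library (highest adjusted p = 0.0858), and Mt1 did not pass without a filter on the mean (0.0587) or without both CKD 1 and Sham 1 (0.107). Lcn2 did not pass without CKD 3, CKD 5, Sham 2 or Sham 3 (highest adjusted p = 0.0636) or without both CKD 1 and Sham 1 (0.0686). Immediate early genes, a list without a call (adjusted p = 0.611), differed among the Sham mice, with scores of 0.95 in Sham 2, 0.83 in Sham 3 and -1.40 in Sham 5. The glucocorticoid list scored 0.32, 0.21 and -0.36 in these mice, and the cytokine list 0.25, 0.28 and -0.40.

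In the remaining called lists few single genes passed. NADPH oxidase genes (median log2 0.37, and 0.22 without CKD 1, whose score was 0.50 against 0.15 to 0.34 in the other CKD mice) had 1 of 9 members higher (4 when adjusted over the list alone), Ncf1, a cytosolic subunit of the phagocyte oxidase (log2 0.65, adjusted p = 0.0101). Apoptosis and p53 targets (median 0.14) had 1 of 21 higher (1 when adjusted over the list alone), Bax (0.24, adjusted p = 0.0241). Without CKD 1, 2 of its members were higher, and without Sham 5 its median was 0.08. Insulin and growth factor signalling (median 0.12) had 2 of 23 higher, Igfbp5 (0.48) and Cish (0.45), and 1 lower, the receptor adaptor Grb14 (-0.34), against 5 and 1 when adjusted over the list alone. The cell cycle list (median 0.25) had 2 of 8 higher, the replication genes Mcm6 (0.72) and Rrm2 (0.53), against 2 and 1 lower when adjusted over the list alone. Without CKD 1, 1 was higher, and without Sham 2 the median was 0.16. The unfolded protein response list was called lower (median -0.11) with 0 of 19 members past the threshold (0 when adjusted over the list alone). Its median was -0.06 without Sham 4. Without CKD 1, 2 members were lower, and without both CKD 1 and Sham 1, 3 were lower and 1 higher. Their camera adjusted p were 0.00598, 0.0126, 0.0481, 0.0481 and 0.0378, and with an estimated correlation the adjusted p were 0.317, 0.298, 0.257, 0.353 and 0.406, in the same order. Bax did not pass without CKD 2, CKD 5, Sham 3 or Sham 4 (highest adjusted p = 0.0682), and it lay at the threshold without CKD 3. The call of Rrm2 held without Sham 1 and was lost without any other 1 library (highest adjusted p = 0.0969) and in 3 other alternatives (0.0503 to 0.0559). Without both CKD 1 and Sham 1, Mcm6 did not pass (0.0564). The call of the p53 list was lost without Sham 5 (adjusted p = 0.0698), that of the insulin list without CKD 1, CKD 3, CKD 5, Sham 1, Sham 4 or Sham 5 (highest 0.120) and in 5 other alternatives (0.0513 to 0.112). The call of the cell cycle list was lost without CKD 1, CKD 2, CKD 3, CKD 5, Sham 1, Sham 2 or Sham 4 (highest 0.107) and in 6 other alternatives (0.0524 to 0.0748). The call of the unfolded protein response was lost without CKD 3, CKD 4, Sham 2 or Sham 4 (highest 0.107), with fry (0.143) and with GC content and length trends removed (0.0521).

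In all, camera called 17 of 53 tested lists higher and 6 lower, and 14 of these 23 also passed fry. In total 18 lists passed fry. Those without a camera call were sodium-potassium ATPase (fry adjusted p = 0.0211), ATF4 and amino acid response (0.02) and lymphatic endothelial (0.00552), all higher. Mitochondrial biogenesis (0.0177), lower, was another. The camera adjusted p of these lists were 0.203, 0.0681, 0.0992 and 0.115, in the same order. With fry the sarcomere (adjusted p = 0.0803), glucocorticoid (0.0803), MHC class II (0.0657) and class I (0.12) lists were not called. Nor were the interferon (0.0771), cytokine (0.0976), cell cycle (0.0657), endothelial (0.108) and unfolded protein response (0.143) lists. None of the 23 was called with an estimated correlation (adjusted p from 0.105 to 0.406). With it, 10 of the 53 tested lists, called or not, had an unadjusted p under 0.05. Lists without a call included calcium handling (0 of 23 genes passed, median log2 -0.06, adjusted p = 0.611), TGF-beta signalling (0.347), the circadian clock (0.817) and cytosolic ribosomal proteins (0.347). The calcium pump gene Atp2a2, listed at 0 in all 10 libraries, is not among the 23 calcium handling genes tested. For glucose uptake and glycolysis the median was 0.03 and the mean -0.01 (adjusted p = 0.683).

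**Figure D3:**
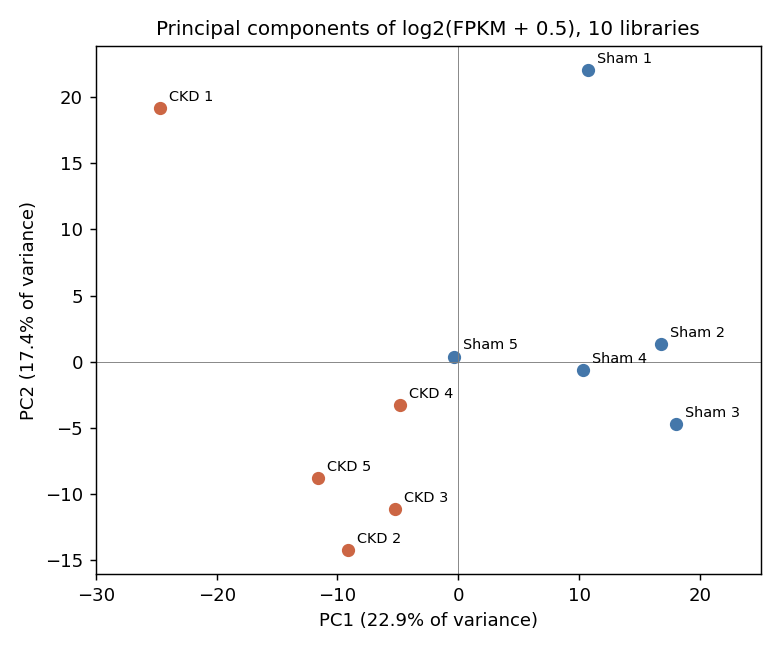
First and second principal components of the log2(FPKM + 0.5) values of the 10 libraries, in arbitrary units; each point is 1 mouse. The first component (22.9% of the variance) places every CKD library below every Sham library, and the second (17.4%) has CKD 1 at 19.2 and Sham 1 at 22.1, with the other 8 libraries between -14.3 and 1.31.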

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

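Tests of the cell composition, of the 2 libraries' cell types, of the matrix genes without these libraries and of the interferon scores were chosen after the results they bear on were seen. The tests of GC content and transcript length were chosen once CKD 1 and Sham 1 had been seen to stand apart, with their limits written before the percentages were computed. The counts over splits were set before their results were seen. Among 248 pairs of gene and group, 17 had a library far from the other 4 (gap over range above 0.71), and among 46 pairs of list and group, 5 did. Chance alone gives about 1 in 20 such groups, or 5%.

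The group difference was compared with other splits of the 10 libraries into 5 and 5, of which 100 of the 126 were drawn. The real split, with 369 genes higher and 247 lower, was in both cases the only 1 of the 100 to reach its count, and the highest of the others was 9 genes in a direction, so chance is excluded for both gene counts. For the 17 lists higher in CKD, 3 of the 100 splits gave as many in a direction, the highest other being 20, which also excludes chance at this level. For the 6 lists lower in CKD, 67 of the 100 splits gave as many in either direction, the highest other being 20. This sets the smaller count of the real split against either direction of the others, which favours chance. It therefore cannot decide whether chance gave that count, and it does not test any single list.

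CKD 1 and Sham 1, from opposite groups, lay apart from the other 8 libraries. Tnnt2, cardiac troponin T, was at 5835 FPKM in CKD 1 and 6222 in Sham 1 against 10000 to 11310 in the rest, while Pln, phospholamban, was at 4890 and 5382 against 3610 to 4804. Of 14 cardiomyocyte markers, 9 were lower and 2 higher in these libraries by over 2 SE. The changes of the endothelial, fibroblast and smooth muscle lists in these libraries differed from each other by at most 0.17 (log2, SE 0.10). The mesothelium and epicardium list was not in that comparison. Its score was the highest of its group in CKD 1 (0.656, others -0.238 to 0.586) and in Sham 1 (0.396, others -0.583 to 0.337). Removing transcript length trends left 81% of the genes that differed between these libraries and the rest (1463 with a length and GC value), and the endothelial markers changed in them by -0.16 (log2, SE 0.04), which argues against transcript length and against a lower share of cardiomyocytes, since the latter would raise the other cell types. Removing GC content trends left 69.9%, between the limits of 50% and 75%, so GC content may account for part of the difference and cannot be told apart from other library effects. Apart from tissue composition no biological explanation was tested, and the labels give these 2 mice nothing in common.

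Camera at its preset correlation called the fibroblast, matrix and macrophage lists higher in CKD. With an estimated correlation none of them was called (adjusted p = 0.105, 0.199 and 0.199). Single genes passed as higher in 8 of 17, 19 of 41 and 11 of 18 cases, and 1 matrix gene was lower. A smaller share of cardiomyocytes would raise the other cell types alike, but fibroblast markers rose by 0.32 (log2, SE 0.09) more than endothelial markers, and by 0.28 (SE 0.08) more without CKD 1, where the endothelial rise was larger. The libraries CKD 1 and Sham 1 do not account for the whole rise, since without them 14 matrix, 5 fibroblast and 8 macrophage genes were higher, against 19, 8 and 11 with all libraries. Without both, fibroblast markers still rose by 0.30 (SE 0.09) more than endothelial markers, with an exact permutation p = 0.0571. A candidate explanation is that fibroblasts and macrophages were more numerous or more active in CKD ventricles, which bulk tissue does not separate, and this stays a hypothesis.

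The interferon response list scored 2.17 in CKD 1 against 0.33 to 0.63 in the other 4 CKD mice, a 3.31-fold excess over their mean. More macrophages in that piece of tissue would raise their markers, but the macrophage score of CKD 1 was within the range of the other CKD mice, 0.021 (log2) above their mean. A factor shared with Sham 1 would raise that library, whose score was 0.13 above the mean of the other Sham mice, against an excess of 1.73 in CKD 1. The group difference did not rest on CKD 1 alone: the other 4 CKD mice scored 0.44 above the 5 Sham mice with no overlap (exact permutation p = 0.00794, the smallest that 4 against 5 can give). A response particular to that mouse may add to a smaller rise shared by the CKD group; the labels give nothing that tests it.

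Other genes of the interferon and antigen presentation lists also had CKD 1 far above the other CKD mice: H2-T23 at 54.7 FPKM against 18.0 to 24.0, H2-DMb1 at 5.03 against 2.63 to 3.14, and Psmb10 at 73.0 against 49.1 to 53.2. In the same library, C1qtnf6 was low at 7.48 FPKM against 8.68 to 8.97, Myoz2 was low at 1019 against 1167 to 1229, and the sarcomere list scored 0.00022 against 0.18 to 0.23. Sham 1 was high for B2m at 309 FPKM against 188 to 212, for Sdha at 832 against 704 to 717, and for the TCA cycle list at 0.084 against -0.03 to -0.01. Sham 3 was high for H2-T23 at 16.5 FPKM against 15.1 to 15.5 and low for H2-DMa at 1.26 against 1.95 to 2.18. Sham 2 was high for Oas1a at 0.914 FPKM against 0.673 to 0.707, and Sham 4 was low for Sbk2 at 2.72 against 4.10 to 4.56. Sham 5 was high for Csf1 at 23.4 FPKM against 15.0 to 16.8 and for Fgfr1 at 9.83 against 8.43 to 8.75. CKD 2 was low for Pdha1 at 637 FPKM against 666 to 678 and for Thbs2 at 6.09 against 9.36 to 10.0, and its myofibroblast list scored 0.81 against 0.34 to 0.46. CKD 3 was low for Ncf4 at 2.03 FPKM against 2.34 to 2.46, CKD 5 was high for Pde3a at 22.5 against 16.8 to 17.5, and CKD 4 scored 0.017 on the glucocorticoid-responsive list against 0.39 to 0.53.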

How the results depend on the processing

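Leaving out CKD 1 and Sham 1 together, adding a term for them and removing GC content and length trends were tried after the data were seen. An adjusted p under 0.1, a looser threshold, gave 633 genes higher and 454 lower. Sample weights gave 400 lower, and the cause was not tested. A term for CKD 1 and Sham 1 gave 573 higher and 479 lower, with all 369 and 247 called genes among them. That term left the log2 changes as they were, for example -0.2107 for Sdha and 0.2125 for Myoz2. Its added calls therefore did not come from larger changes, and the term was chosen from these same data. With an estimated inter-gene correlation 0 lists were called higher and 0 lower. The estimates lay above the preset 0.01 in every called list except insulin and growth factor signalling (0.00853). They were 0.806 for interferon response, 0.49 for macrophages, 0.301 for the matrix and 0.218 for fatty acid oxidation. The camera p at the preset therefore assume less correlation than was estimated for these lists. Why the insulin list also lost its call was not tested. Leaving out 1 library gave 201 to 384 genes higher, 131 to 290 lower, 12 to 19 lists higher and 5 to 7 lower, with fewer mice in each fit. Apart from these, other pseudocounts, filters, scalings and variance models kept these counts within 1.5 times. Over all alternatives, the named genes kept their direction and side of the threshold in 2796 cases, no longer passed in 213, newly passed in 57 and changed sign in 3, all 3 for Ctgf, which ranged from -0.19 to 0.10 (log2) with 1 library left out. Called lists kept their call in 533 cases and lost it in 84. Of the 100 named genes that passed, 75 passed whichever library was left out. Without both CKD 1 and Sham 1, the insulin (adjusted p = 0.112), NADPH oxidase (0.0654), cytokine (0.150) and cell cycle (0.0748) lists were not called. The scaling that moved the median change of all genes most was quantile normalization (shift -0.0103, log2). Read depth is unknown, so the precision of low values cannot be given beyond the spread between mice.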

Other observations

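Some genes outside the lists described so far, singled out after their values were seen, changed in CKD. Rpl3, a protein of the large ribosomal subunit, rose from 66.7 ± 4.93 to 83.7 ± 4.34 FPKM (SD, n = 5 each; log2 0.33, limma adjusted p = 0.00907), while Rpl3l, its paralogue of striated muscle, fell from 305 ± 13.03 to 240 ± 10.3 FPKM (log2 -0.34, adjusted p = 0.00192). Rpl3 was the member of the 42 tested cytosolic ribosomal protein genes that passed. Bdh1, the mitochondrial enzyme that oxidises the ketone body beta-hydroxybutyrate, rose 1.99-fold from 48.3 ± 9.47 to 95.3 ± 10.3 FPKM (adjusted p = 0.00189). Lyve1, a hyaluronan receptor of lymphatic endothelium and of some resident macrophages, rose 1.88-fold from 11.8 ± 1.32 to 22.6 ± 2.91 FPKM (adjusted p = 0.000813), and it was the member of 5 tested lymphatic endothelial markers that passed.

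Systems tied to kidney disease had single genes that moved without a call for their list. Ace, the angiotensin-converting enzyme, rose 1.57-fold from 15.7 ± 2.13 to 24.9 ± 2.02 FPKM (adjusted p = 0.00228), with 1 of 9 genes of the renin-angiotensin-aldosterone list past the threshold (camera adjusted p = 0.683). Of 15 genes of FGF23, klotho and mineral metabolism, Mgp, the calcification inhibitor matrix Gla protein, rose 1.56-fold from 238 ± 39.3 to 369 ± 33.6 FPKM (adjusted p = 0.00482), Fgfr1 rose (log2 0.29, adjusted p = 0.0224) and the phosphate transporter Slc20a2 fell (-0.26, adjusted p = 0.0356), with a camera adjusted p = 0.611. Fgfr1 did not pass without CKD 5, Sham 2, Sham 3 or Sham 4 (highest adjusted p = 0.0599) or without both CKD 1 and Sham 1 (0.0614), and the call of Slc20a2 held without CKD 1, Sham 3 or Sham 5 and was lost without any other 1 library (highest adjusted p = 0.0924), with libraries scaled to the same total (0.0664) and without a variance trend (0.0567). Among 20 adrenergic and natriuretic receptor genes, the receptor Adra1b fell from 14.3 ± 1.43 to 8.85 ± 1.81 FPKM (adjusted p = 0.00977), and Pde3a (log2 -0.42, adjusted p = 0.0443) and Adcy5 (-0.18, adjusted p = 0.0484) fell. The call of Pde3a held without CKD 5 or Sham 5 and that of Adcy5 without Sham 4, and each was lost without any other 1 library (highest adjusted p = 0.107 and 0.111) and in 4 other alternatives (0.0574 to 0.0789 and 0.0525 to 0.0720). Hmox1, the haem-degrading enzyme, rose 1.64-fold (adjusted p = 0.00778) and the glutathione peroxidase Gpx1 rose by 0.32 on the log2 scale (adjusted p = 0.0183), the 2 of 26 antioxidant genes that passed (camera adjusted p = 0.611). Without both CKD 1 and Sham 1, Gpx1 did not pass (adjusted p = 0.0603).

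Lymphocyte transcripts were too low for the list test and were compared as mean log2(FPKM + 0.1). B lymphocyte and plasma cell genes were lower in CKD by 0.60 (difference -0.60; exact permutation p = 0.0556, adjusted p = 0.106), T lymphocyte genes by 0.42 (difference -0.42; p = 0.0794 by exact permutation, adjusted p = 0.106) and NK cell genes by 0.29 (difference -0.29; p = 0.151 by exact permutation, adjusted p = 0.151), and neutrophil genes were higher by 0.42 (p = 0.0714 by exact permutation, adjusted p = 0.106). None of these 4 differences passed the threshold. Ctla4, an inhibitory receptor of T lymphocytes, fell from 2.66 ± 0.638 to 1.32 ± 0.421 FPKM (limma adjusted p = 0.0305) and did not pass without CKD 2, CKD 4, CKD 5, Sham 1, Sham 3 or Sham 5 (highest adjusted p = 0.0774), without a filter on the mean (0.0503) or without both CKD 1 and Sham 1 (0.0541). Haemoglobin beta, a measure of blood in the tissue, was at 874 ± 343 FPKM in CKD and 792 ± 173 in Sham (log2 0.10, limma adjusted p = 0.872).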
